A study of Homo sapiens with 8 samples. Its data were reported in "Inference of Low and High-Grade Glioma Gene Regulatory Networks Delineates the Role of Rnd3 in Establishing Multiple Hallmarks of Cancer" (2015).

How the data were processed

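Total RNA from U87 cells was measured on 8 human Agilent arrays with 1 colour (Cy3) and 1 array per sample. Groups were taken from the deposited labels, which gave the treatment, the time after siRNA transfection and the replicate number. There were 3 non-silencing control and 3 RND3 knockdown arrays at 24 h, and 1 array of each kind at 48 h. The labels do not say whether replicates came from separate transfections, and the methods name a pair of siRNAs against RND3 without saying which array received which.

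The authors labelled the RNA with a low-input amplification kit, scanned the arrays and ran Agilent Feature Extraction 10.7.3.1. The deposited scanner files hold spot intensity on a linear scale, and per the file headers the processed signal had been corrected for background within each array, with no scaling between arrays. The authors also deposited a table of log2 values, for which their methods state quantile normalisation. When set against the scanner files, its values had the same rank order within each array as the spot median signal (lowest Spearman correlation 1.0 over the 8 arrays), so these log2 values were taken to be quantile-normalised medians with no background subtraction. Every column of that table belonged to a sample of the series.

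For the values reported, log2 of the processed intensity was quantile-normalised over the 8 arrays, as the methods state quantile normalisation. Control spots (4259 of 62976) were left out, as were spots marked as outliers by the scanner software on an array (0.364% to 0.530% of the 58717 remaining spots). Spots of the same probe were averaged, which gave 42405 probes. No spot was saturated on any array. A probe was called well above background on an array when the scanner software so marked at least 50% of its spots, and 68.3% to 70.7% of probes were so called per array. Probes well above background on all 3 arrays of at least 1 group at 24 h were tested (28759 probes). The number of arrays limits the precision. Where a probe was not well above background on any array of a group, its fold is given as an approximate lower bound. It sets the mean of the brighter group against, per array, the higher of the dim probe's own value and the lowest signal among probes well above background. That lowest signal is not a detection limit, since brighter probes can also fail the call. The fold can therefore be smaller than the bound.

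Probes were named through the RefSeq gene table of assembly GRCh38.p14, by matching transcript accessions without versions. Of the 42405 probes, 25422 matched a gene (60.0%), with 97.4% of probes for coding RefSeq transcripts matched and none of the 8263 lincRNA probes. These gave 19483 gene symbols. The arrays were annotated on hg19, so no coordinates are given. Different probes of a gene were tested separately. A gene counted as changed when at least 1 of its probes passed the threshold and none passed in the other direction.

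Knockdown and control at 24 h were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, on the 6 arrays at 24 h without covariates, with Benjamini-Hochberg adjustment over all probes tested and a threshold of 0.05. The methods state significance analysis of microarrays (SAM) at a false discovery rate of 5%; SAM was written out and run as an alternative over all 20 assignments of the 6 arrays. Both times were compared in a limma model with 4 groups, in which the single arrays at 48 h were assumed to vary like the arrays at 24 h, which gave all residual degrees of freedom. The same probes were tested in both models.

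Gene lists were tested with camera at an inter-gene correlation of 0.01, on 1 probe per gene (that with the highest mean over the arrays at 24 h), with adjustment over 12 lists, of which 1 is not reported here. The others held genes the study's text names as lowered by knockdown, its RND3-linked proteins, and genes of NF-kB signalling and inflammation, interferon response, p53 targets, HIF1 targets, splicing, common control genes, S phase, G2/M phase and genes whose symbol starts with ZNF. The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined. Under that rule RND3 came first, then the genes of the lowered list, then the 5 genes with the largest rise and the 5 with the largest fall among probes past the threshold whose 3 knockdown arrays lay outside the range of the 3 controls, well above background on all 6 arrays at 24 h and with a gene symbol. Each gene entered this ranking by 1 probe only, that with the highest mean over the arrays at 24 h among its tested probes. For time in control cells, 3 rises and 3 falls were taken by the same rule without the condition on ranges.

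The alternatives were scaling to the 75th percentile of each array, normexp background correction with an offset of 50 before quantile normalisation, the authors' deposited log2 values, normalisation over the 6 arrays at 24 h only, no filter on dim probes, a filter on all 6 arrays at 24 h, SAM, the replicate number as a block, all 8 arrays with treatment and time as terms, array weights, the mean of all probes of a gene, other list tests, and each of the 6 arrays at 24 h left out in turn. Normexp was planned on the spot mean and was run on the spot median. SAM on the authors' deposited log2 values without a filter was added after the data had been seen.

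The limma test was tested on simulated data. Values were drawn for 28733 probes from their own means and spreads, with 200 probes changed by 1 on the log2 scale. For knockdown against control at 24 h, limma recovered 69.5% of the changed probes with 9 false calls, and SAM recovered 66.0% with 8. The interaction and the time contrast in control cells gave 0 false calls over the same 28733 probes. Among 11 simulated lists of 30 genes, camera found the 1 list raised by 0.5 on the log2 scale and called none of the others. Noise was drawn independently for each probe, so simulated genes did not correlate and the preset correlation was not tested. The simulated arrays at 48 h were given the spread of those at 24 h, so that assumption was not tested either.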

Results

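Gene expression was profiled in U87 cells, a human glioblastoma line, after transfection with siRNA against RND3 (siRND3) or with non-silencing siRNA (siControl). The data comprised 8 arrays, of which 3 were siControl and 3 siRND3 at 24 h, and 1 was siControl and 1 siRND3 at 48 h. Between 68.3% and 70.7% of the 42405 probes were well above background on each array. Pairs of arrays of the same group at 24 h correlated across probes at r between 0.993 and 0.995 in siControl cells and between 0.991 and 0.994 in siRND3 cells. Pairs of arrays from different groups at 24 h correlated at r between 0.987 and 0.989. All 8 arrays lay on 1 slide and came from 1 scan. The 4 siRND3 arrays occupied row 1 of that slide and the 4 siControl arrays row 2, so slide row and treatment cannot be told apart. The comparisons at 48 h had no replicate arrays.

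The targeted gene was examined first, since it checks the labels. RND3 was represented by 1 probe (A_23_P142849), which was well above background on all 8 arrays. Its log2 value at 24 h was 11.90 ± 0.01 (SD, n = 3) in siControl cells and 10.24 ± 0.16 (SD, n = 3) in siRND3 cells. RND3 expression therefore fell by 1.66 on the log2 scale (SE 0.10, limma adjusted p 0.000345), to 31.7% of the siControl level. All 3 siRND3 arrays lay below all 3 siControl arrays. An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest p that 3 arrays against 3 allow. Leaving out siRND3 replicate 3 moved the difference most, to -1.74. At 48 h the log2 value was 11.48 on the siControl array and 9.84 on the siRND3 array, a difference of -1.65.

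To define the transcriptional response to RND3 knockdown, siRND3 and siControl cells were compared at 24 h over 28759 probes. Of these, 3350 passed an adjusted p of 0.05 in limma, with 1515 up-regulated and 1835 down-regulated in siRND3 cells. At an unadjusted p under 0.05 there were 8063 probes. In 34.4% of the 28733 probes with all 6 values the groups did not overlap, against 10% that chance gives for 3 arrays against 3. The count of changed probes depended on which arrays were used. It was lowest, at 1379, when siControl replicate 3 was left out, and it was 1525 without siControl replicate 1, 1663 without siControl replicate 2 and 2167 without siRND3 replicate 2.

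The changed probes corresponded to 1060 up-regulated and 1371 down-regulated genes out of 14805 genes tested. A further 5 genes (G2E3, JADE1, PDE4DIP, POFUT1 and PURB) had probes that passed in both directions. The 2431 changed genes became 1055 without siControl replicate 3, 1119 without siControl replicate 1 and 1222 without siControl replicate 2. The median size of the change over the called probes was 0.55 on the log2 scale. Large changes were mostly decreases, since 414 called probes fell and 85 rose by more than 1 on the log2 scale.

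**Figure D1:**
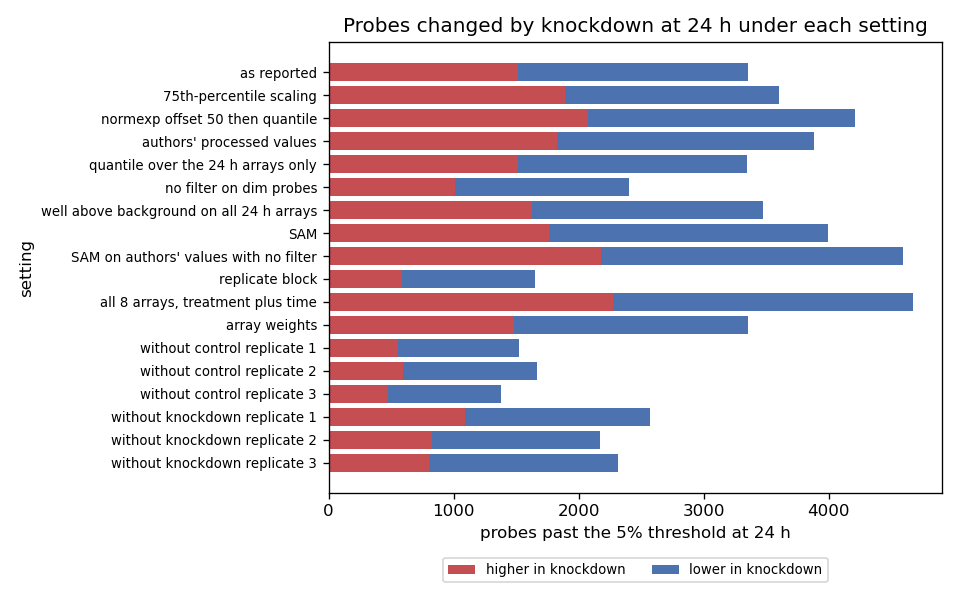
Bars show the number of probes past the 5% threshold at 24 h (horizontal axis) for the result as reported and for each alternative setting (vertical axis), with probes higher in siRND3 cells in red and probes lower in blue. The reported count was 3350, and it was lowest, at 1379, without siControl replicate 3.

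The largest decreases among genes selected by the fixed rule were in FKBP14, DDAH1, BIRC3, MMGT1 and CELF2. FKBP14 (probe A_23_P215341) fell by 2.93 on the log2 scale (SE 0.11, 3 arrays per group, limma adjusted p 0.000139) and DDAH1 (A_23_P201386) fell by 2.86 (SE 0.07, adjusted p 4.47e-05). BIRC3 (A_23_P98350) fell by 2.78 (SE 0.17, adjusted p 0.000385), MMGT1 (A_23_P11224) fell by 2.64 (SE 0.07, adjusted p 4.83e-05) and CELF2 (A_23_P202071) fell by 2.57 (SE 0.13, adjusted p 0.000204). The other CELF2 probe fell by 2.82. The largest increases were in ZNF616, HABP4, ZNF721, TTC33 and ZNF805. ZNF616 (A_33_P3269806) rose by 2.11 (SE 0.12, adjusted p 0.000345) and HABP4 (A_33_P3592015) rose by 2.01 (SE 0.07, adjusted p 0.000139). ZNF721 (A_23_P335039) rose by 1.70 (SE 0.13, adjusted p 0.000750), TTC33 (A_24_P405981) rose by 1.56 (SE 0.20, adjusted p 0.00511) and ZNF805 (A_33_P3247599) rose by 1.53 (SE 0.15, adjusted p 0.00189). For all 10 genes the 3 siRND3 arrays lay outside the range of the 3 siControl arrays, as the selection required, and each gene passed the threshold under every alternative. The sizes depended on the treatment of background. Under normexp 5 of the 10 shrank by more than 1.5 times, with DDAH1 at -1.69, BIRC3 at -1.16, ZNF616 at 1.27, TTC33 at 0.42 and ZNF805 at 0.54. With the authors' values 3 did so, with BIRC3 at -1.63, TTC33 at 0.67 and ZNF805 at 0.82.

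The study's text names genes of inflammation, angiogenesis and matrix remodelling (MMP2, HIF1A, IL1B, IL1A, IL1R1 and VEGFA) as lowered by knockdown, and, separately, markers of the mesenchymal glioblastoma subtype (MET, TLR4, RELB and CD44). It also names a TNF receptor, which was not tested as part of the list because no gene symbol is given. Of these 10 genes, 8 were down-regulated at 24 h when adjusted over all probes tested. Adjusted over the list alone, 10 were down-regulated, but the study chose these genes on the same samples, so this is no independent evidence. IL1B (A_23_P79518) fell by 1.59 on the log2 scale (SE 0.10, limma adjusted p 0.000385). TLR4 (A_32_P66881) fell by 1.22 (SE 0.07, adjusted p 0.000362), although its second probe fell by 0.61 and did not pass (adjusted p 0.0550). IL1A (A_23_P72096) fell by 1.22 (SE 0.11, adjusted p 0.00153) and was well above background on 5 of the 6 arrays at 24 h. MET (A_23_P359245) fell by 0.95, MMP2 (A_33_P3237135) fell by 0.72, RELB (A_23_P55706) fell by 0.65, VEGFA (A_23_P70398) fell by 0.61 and CD44 (A_33_P3294509) fell by 0.58, with adjusted p between 0.00144 for MET and 0.0153 for VEGFA. VEGFA no longer passed without siControl replicate 1 (adjusted p 0.0588) or without siControl replicate 2 (adjusted p 0.0560), and its adjusted p ranged from 0.000947 to 0.0635 over the alternatives. HIF1A (A_24_P56388) fell by 0.47 (adjusted p 0.0749) and IL1R1 (A_33_P3396389) fell by 0.50 (adjusted p 0.0911), neither past the threshold. HIF1A passed without siRND3 replicate 1, where it fell by 0.59 (adjusted p 0.0442, range over the alternatives 0.0107 to 0.182), and also in SAM, under normexp, with the authors' values and with all 8 arrays in the fit. IL1R1 passed in SAM and with all 8 arrays (adjusted p 0.0385, range over the alternatives 0.0385 to 0.225). Under normexp the differences shrank by more than 1.5 times for IL1A (to -0.26), TLR4 (to -0.70) and IL1R1 (to -0.31), and with the authors' values for IL1A (to -0.44). For all 10 genes the 3 siRND3 arrays lay below the 3 siControl arrays.

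**Figure D2:**
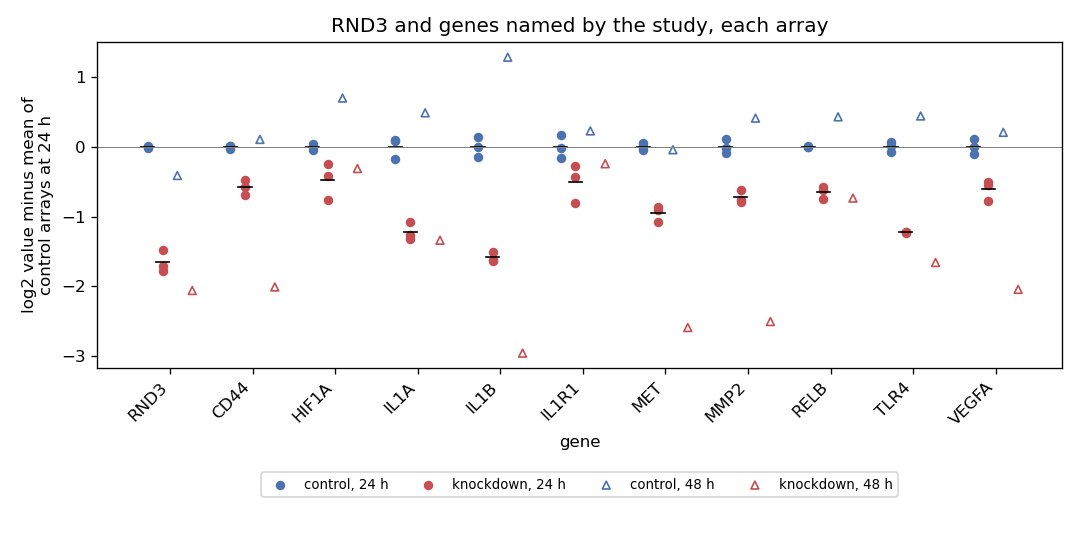
Points show the log2 value of RND3 and of the 10 genes named by the study on each of the 8 arrays, minus the mean of the siControl arrays at 24 h (vertical axis, log2), with siControl in blue and siRND3 in red. Filled circles are arrays at 24 h, black lines their group means, and open triangles the single arrays at 48 h; IL1B differed between the arrays at 48 h by -4.24.

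Functional gene lists were compared at 24 h, and 6 of 12 passed an adjusted p of 0.05 in camera with a preset inter-gene correlation. Of the 6 lists, 5 also passed in fry, and none passed in camera with an estimated correlation. That test left 3 lists at an unadjusted camera p under 0.05. They were NF-kB and inflammation genes (0.00929), the genes the study names as lowered (0.0187) and HIF1 targets (0.0257). In the same test the unadjusted p was 0.109 for ZNF genes, 0.113 for S phase genes and 0.480 for G2/M genes. The median log2 difference over all genes was 0.04. Lower lists were the genes the study names as lowered (median -0.69 over 10 genes), NF-kB and inflammation genes (median -0.64 over 24 genes) and HIF1 targets (median -0.34 over 18 genes). The NF-kB list shares 3 genes with the list chosen by the study, and the HIF1 list shares 1. Higher lists were S phase genes (median 0.27 over 43 genes), genes with ZNF symbols (median 0.17 over 395 genes) and G2/M genes (median 0.17 over 52 genes). The G2/M list failed fry, and it failed camera under several alternatives, among them scaling to the 75th percentile, the stricter filter, the mean of all probes, all 8 arrays in the fit and those in which siControl replicate 2, siControl replicate 3 or siRND3 replicate 3 was left out, with medians of 0.17, 0.15 and 0.12 in turn. The directions of the 6 lists at 24 h held under each of the scalings tried. The size for NF-kB genes did not, since their median was -0.27 under normexp and -0.41 with the authors' values. On the single arrays at 48 h the G2/M median was -0.15, the opposite sign to 24 h, and stayed negative under each scaling. The other 5 lists kept their signs, with medians of -2.11 for the genes the study names as lowered, -1.23 for NF-kB genes, -0.74 for HIF1 targets, 0.18 for S phase genes and 0.55 for ZNF genes. Under normexp the medians at 48 h were smaller in size, at -0.66 for NF-kB genes and 0.32 for ZNF genes. No test was run on the lists at 48 h.

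The other lists reported here did not pass. Splicing genes had a median of 0.09. RND3-linked proteins had a median of -0.02 and common control genes one of -0.03, and both medians turned positive under scaling to the 75th percentile (0.02 and 0.04). Interferon genes had a median of 0.01, which turned to -0.01 under normexp. The p53 targets had a median of 0.03, while their mean was -0.02 and camera placed them lower.

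To ask whether the response persisted, differences between the single arrays at 48 h were compared with those at 24 h. Of the 3350 probes changed at 24 h, 92.8% differed in the same direction at 48 h (exact binomial 95% interval 91.9% to 93.7%, which covers counting error only and treats probes as independent). Among the 25409 probes not called at 24 h this share was 65.9%. Differences at both times correlated across probes at r = 0.62 (Spearman 0.51), and probes are not independent replicates. The difference at 48 h was larger in size than that at 24 h for 77.3% of the called probes, with a median ratio of 1.62. Requiring the difference at 48 h also to pass an adjusted p of 0.05 in limma moved the share most, to 73.0%.

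**Figure D3:**
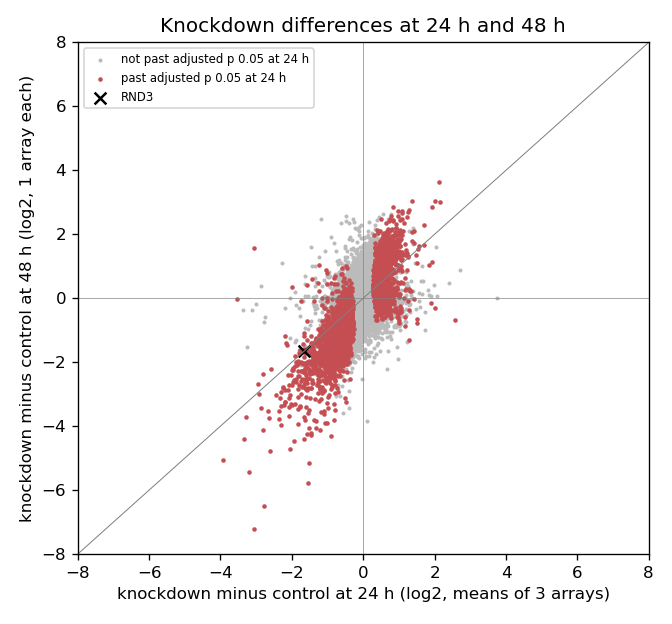
Each point is a probe, placed by its log2 difference between siRND3 and siControl at 24 h (horizontal axis, means of 3 arrays) and at 48 h (vertical axis, 1 array each), with probes past an adjusted p of 0.05 at 24 h in red, the others in grey and RND3 as a cross. The grey diagonal marks equal differences; RND3 lay close to it, at -1.66 and -1.65.

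The knockdown effect at 48 h minus that at 24 h was tested in the 4-group limma model, which assumes that the single arrays at 48 h vary like those at 24 h. In this model 785 probes passed an adjusted p of 0.05, with 316 more positive and 469 more negative at 48 h, and 5299 passed at an unadjusted p under 0.05. This count depended on which array was left out. It was 7 without siControl replicate 1, 28 without siControl replicate 2 and 23 without siControl replicate 3, against 189, 250 and 273 without siRND3 replicates 1, 2 and 3. Of the 785 probes, 88.5% had a larger difference in the same direction at 48 h. RND3 itself did not differ (0.01, SE 0.19, adjusted p 0.992).

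Finally, the change between 24 h and 48 h was examined within each treatment, under the same assumption. In siControl cells 1023 probes passed an adjusted p of 0.05 in limma, of which 237 were higher and 786 lower at 48 h. That count was 73 without siControl replicate 3, 108 without replicate 1 and 132 without replicate 2. In siRND3 cells 2598 probes passed, of which 744 were higher and 1854 lower, and the count was 1446 without siControl replicate 3, 1521 without siControl replicate 1 and 1599 without siControl replicate 2. Of the 306 probes called in both treatments, 268 moved in the same direction. The largest increases in siControl cells by the fixed rule were in SLC43A2, INMT and CCL2. SLC43A2 (A_24_P296508) rose by 1.91 (SE 0.30, adjusted p 0.0291), INMT (A_33_P3347291) rose by 1.87 (SE 0.25, adjusted p 0.0193) and CCL2 (A_23_P89431) rose by 1.84 (SE 0.13, adjusted p 0.0101). The second INMT probe moved the other way, by -0.56. Decreases were largest in COL5A3, HSPB7 and ZNF664. COL5A3 (A_23_P55749) and HSPB7 (A_23_P103703) were not well above background on the siControl array at 48 h. Their approximate bounds were 4.05-fold and 4.98-fold lower there. These bounds are not strict limits and hold for the reported processing only. Over the alternatives the fitted log2 change ranged from -2.82 to -0.36 for COL5A3 and from -2.32 to -0.60 for HSPB7. It ranged from 0.87 to 2.08 for SLC43A2 and from 1.24 to 2.01 for INMT. The ranges were narrower for CCL2 (1.80 to 1.87) and ZNF664 (-2.22 to -2.03). ZNF664 (A_23_P359655) fell by 2.22 (SE 0.10, adjusted p 0.00447). SLC43A2 no longer passed without a filter on dim probes (adjusted p 0.0610) or when any 1 siControl array or siRND3 replicate 3 was left out (adjusted p 0.0527 to 0.0839, range over the alternatives 0.00191 to 0.0839). INMT did not pass without siControl replicate 1 (adjusted p 0.0613) or siControl replicate 2 (adjusted p 0.0592), with a range over the alternatives of 0.00124 to 0.0613.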

Values the study reported

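Comparing siRND3 with siControl U87 cells, the study reported 2606 up-regulated genes and 2099 down-regulated genes, taking a false discovery rate of at most 5% as significant. The text describes this as a comparison with controls but writes the ratio as siControl/siRND3, so the direction of its counts is not certain, and they are read here as knockdown relative to control.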

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

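The comparison of the 48 h arrays with lone pairs of 24 h arrays was planned in terms of probes past an adjusted p of 0.05, while the reading by its unadjusted counts, the slope of the spike-in ladder, the ratio of differences and the count of probes that moved more on either single array at 48 h were chosen only after the result was seen.

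The effect of knockdown differed between 48 h and 24 h. The test of that difference in limma gave 785 probes past an adjusted p of 0.05, of which 695 had a larger difference in the same direction at 48 h, 89 had opposite signs at the 2 times and 1 was smaller. The count fell to 7 without siControl replicate 1, to 28 without siControl replicate 2 and to 23 without siControl replicate 3.

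Of the genes named above and tested in this way, RND3, HIF1A, IL1A, IL1R1, RELB, FKBP14, DDAH1 and CELF2 did not pass. Nor did ZNF721, TTC33, ZNF805, SLC43A2, COL5A3 and HSPB7. There were 13 named genes that passed, all with a larger effect at 48 h. The effect at 48 h was lower than that at 24 h by the following log2 amounts. It was -2.66 for IL1B, -2.20 for MMP2, -1.64 for VEGFA, -1.60 for MET, -1.54 for CD44, -0.88 for TLR4 and -1.10 for MMGT1. For BIRC3 the fitted value was -3.71, but BIRC3 was not well above background on the siRND3 array at 48 h. Its approximate bound there was 41.6-fold lower than on the siControl array, a further fall of 2.59 on the log2 scale. This bound is no strict limit, since IL1A was not well above background on that array at a log2 value of 3.56. The fitted value for BIRC3 ranged from -3.88 to -1.09 over the alternatives. The effect was more positive at 48 h by 1.52 for ZNF616 and by 1.04 for HABP4. The other passing genes had been selected for a large change with time in siControl cells, which raises their chance of passing. Their values were -3.61 for INMT, -1.46 for CCL2 and 1.66 for ZNF664. INMT was not well above background on the siRND3 array at 48 h, so its further fall of 3.61 rests on a dim signal and is no strict limit. The fitted value for INMT ranged from -3.76 to -1.58 over the alternatives. Limma adjusted p for these 13 genes lay between 0.00978 and 0.0375. All 13 lost the threshold without siControl replicate 1, 11 without siControl replicate 2 and 10 without siControl replicate 3. The numbers were 5 without siRND3 replicate 1, 3 without replicate 2 and 2 without replicate 3. ZNF616 also lost it under scaling to the 75th percentile and without a filter on dim probes. Leaving out an array also left fewer arrays to estimate the spread. Fitted values moved little, for example to -2.19 for MMP2 without siControl replicate 1 and to 1.44 for ZNF616 without siControl replicate 2.

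A stretched signal scale at 48 h was weighed first. The spike-in probes span a range of intensities, and the slope of their values on the siRND3 array at 48 h against the mean of the 24 h arrays was 0.998 and that of the siControl array at 48 h was 0.995, while the median ratio of differences over called probes was 1.62. The 24 h arrays had slopes between 0.974 and 1.02. The tables therefore argue against a stretched scale. The spread of a lone array was weighed next. A lone siControl and a lone siRND3 array at 24 h were treated as a separate pair, in each of 9 choices, and set against the 48 h pair with the same remaining arrays. In 0 of the 9 choices did the 48 h pair give more probes past an adjusted p of 0.05, since it gave none in any of them and the lone 24 h pairs gave 0 to 40. At an unadjusted p under 0.05 the 48 h pair gave 4155 to 4886 probes and the lone pairs 1167 to 2221, so the 48 h pair gave more in all 9 choices. With 4 arrays left to estimate the spread few probes can pass an adjusted p, so the adjusted counts decide nothing. The unadjusted counts do not overlap and argue against lone arrays that vary at random like those at 24 h, but all 9 choices rest on the same pair of arrays at 48 h.

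What stays open is whether the single siRND3 array or the single siControl array at 48 h deviates from other cultures of its kind, which no second array can show. Of the 785 probes, 505 moved further from their 24 h mean on the siRND3 array and 280 on the siControl array, and these counts do not show which array, if either, deviates. HABP4, for example, moved by -0.87 on the siControl array and by 0.16 on the siRND3 array, while MET moved by -0.04 on the siControl array and by -1.64 on the siRND3 array. It also stays open whether the response to knockdown grew with time, which is the biological explanation the design offers. The arrays at 48 h also lay at a slide position that held no array at 24 h. These cannot be told apart here. A response that grew while the difference in RND3 mRNA between treatments stayed alike (-1.66 and -1.65) may be the cause of the median ratio of 1.62. This is a hypothesis found and tested on the same arrays. The arrays do not measure RND3 protein, which the paper followed over time by western blot.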

How the results depend on the processing

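Of the tests here, only SAM on the authors' values without a filter was chosen after the result was seen. RND3 kept its direction and its side of the threshold under every alternative, between -1.74 and -1.60 on the log2 scale.

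The count of probes changed at 24 h was 3350. It ranged from 2399 without a filter on dim probes to 4672 with all 8 arrays in the fit, leaving aside the replicate block and the arrays left out. Scaling to the 75th percentile gave 1894 higher and 1708 lower probes, against 1515 and 1835 as reported. SAM called 3991 probes, of which 3197 were among the 3350, and SAM on the authors' values without a filter, chosen after seeing the data, called 4592 probes and 3144 genes. Leaving out 1 array gave 1379 to 2574 probes and 1055 to 1879 genes, and fewer arrays were then available to estimate the spread.

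Arrays with the same replicate number did not deviate together, since their deviations from the group means correlated at 0.00, -0.01 and 0.13. They were therefore not treated as pairs. With the replicate number as a block, 1651 probes and 1216 genes passed, and VEGFA and the G2/M list no longer did. The block uses up residual degrees of freedom.

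For the share of probes with the same direction at 48 h, reported as 92.8%, the values were 91.6% under scaling to the 75th percentile, 94.8% under normexp, 94.0% with the authors' values, 94.4% without a filter and 94.2% for probes changed by more than 1 on the log2 scale. Leaving out 1 array gave 91.7% to 95.8%. When the 48 h difference also had to pass an adjusted p of 0.05 in the 4-group model, the share was 73.0%, and that model called 5452 probes at 48 h. The cause of these shifts was not tested.

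The difference between the effects at 48 h and 24 h gave 785 probes as reported, 1300 under normexp and 7 to 273 when 1 array was left out. The change with time gave 1023 probes in siControl cells as reported, 1565 under normexp and 73 to 905 with 1 array left out. In siRND3 cells it gave 2598 probes as reported and 1446 to 2394 with 1 array left out. Leaving out a siControl array lowered each of these counts more than leaving out a siRND3 array. Within-group spread was smaller in siControl arrays, with a median SD of 0.0964 against 0.139 in siRND3 arrays. The cause of the shift under normexp was not tested. For time in siControl cells, falls outnumbered rises under each setting, but the balance was closest to even without a filter on dim probes.

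Of the 12 gene lists, 6 passed as reported. The count was 0 in camera with an estimated correlation (3 at an unadjusted p under 0.05) and at least 5 under the other alternatives. Apart from that test, the G2/M list was the only 1 of these 6 to lose its call.

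No named gene reversed its direction while past the threshold. SLC43A2, INMT and COL5A3 each lost the call for time in siControl cells under at least 1 alternative.

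A slide block was not run, because all arrays lay on 1 slide. Signal over background limits the dim genes, as IL1A, BIRC3 and INMT were not well above background on the siRND3 array at 48 h. They have only approximate bounds there.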

Other observations

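The tests on the slide rows, on dim probes and on siRNA acting elsewhere were chosen only after the result was seen, while those on other splits of the arrays, on normalisation and on brightness-matched lists were planned before.

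The count of up-regulated genes here was 1060. That is lower than the value quoted from the study above. The count of down-regulated genes here was 1371. That is also lower than the value quoted from the study above. With SAM on the authors' values and no filter, chosen after seeing the data, 1449 genes were higher and 1695 lower, while 2182 probes were higher and 2410 lower. The probe counts lie nearer to the values quoted above, and whether those count probes or genes is open. Both gene counts here are also lower if the direction of the study's counts is read the other way. The cause of the difference was not tested further.

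Chance was examined by splitting the 6 arrays at 24 h into 3 and 3 in all 10 ways. Only 1 of the 10 splits, the real one, gave as many changed probes, and likewise for changed genes and for gene lists. The margin differed, since the other splits gave 0 probes and 0 genes past the threshold. They gave 2 to 5 gene lists in camera, against 6 in the real split, so the list count barely stood out there. In fry they gave 0 lists, against 6. Each of the 9 other splits mixed siRND3 and siControl arrays on both sides, which keeps part of the knockdown effect in the difference and puts the rest into the spread, so these splits are not a reference without an effect. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count.

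The siRND3 arrays lay in 1 row of the slide and the siControl arrays in the other. Of 10 spike-in probes, 7 were well above background on all 6 arrays at 24 h, and their differences between the rows had an SD of 0.0280 on the log2 scale, against 0.338 for 652 gene probes of like brightness with at least 10 spots each. Each spike-in probe had 35 spots, so its mean rests on more spots than that of many gene probes. An SD does not register a shift common to all probes, 7 probes do not cover effects on particular probes, and culture and RNA handling were not measured by them, so this comparison excludes no row effect. Slide row and treatment therefore cannot be told apart.

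Large changes at 24 h were mostly decreases. There were 4.87 called decreases of more than 1 on the log2 scale for each such increase. The lowest ratio under the 3 other scalings was 3.06, which argues against normalisation as the source. In the brighter part (13639) of the probes well above background on all 6 arrays the ratio was 7.86, which argues against dim probes. It is open whether siRNA acting on transcripts other than RND3 may contribute. There were 91 called probes that fell more than RND3, but transcript sequences were not used here, and a response downstream of RND3 would look the same.

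Genes with ZNF symbols rose at 24 h, with a median of 0.17 over the 395 of 504 genes tested (78.4%), 75 called higher and 11 called lower. The list passed camera at the preset correlation but not with an estimated correlation (unadjusted camera p 0.109). The median was 0.20 under scaling to the 75th percentile, 0.11 under normexp and 0.14 with the authors' values. In 0 of 10000 random lists of the same size and brightness was the median as high, which argues against probe brightness. Only 1 of the 10 splits of the arrays, the real one, moved the median as far from that of all genes, but a share from 10 splits cannot exclude chance. On the single arrays at 48 h the median was 0.55, and it was above 0 under each scaling. Cross-hybridisation between members of this family and a shared response to knockdown were not tested and stay open.

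Probes for lincRNAs also rose, with a median of 0.09 over 5149 probes, 197 called higher and 120 called lower, against 1127 higher and 1552 lower among probes for coding RefSeq transcripts. The median was 0.13 under scaling to the 75th percentile, 0.05 under normexp and 0.06 with the authors' values. In 0 of 10000 brightness-matched lists was the median as high. However, 5 of the 10 splits of the arrays moved the median as far from that of all probes, so this shift did not stand out from variation between arrays. No biological explanation was tested.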
